A study of Saccharomyces cerevisiae
Candida albicans and Saccharomyces cerevisiae with 7 samples.

How the data were processed

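The series holds 7 single-cell RNA libraries made by SPLiT-seq, in which fixed and permeabilised yeast cells take up a combination of 3 barcode segments through rounds of splitting and pooling. Experiment 1 has 3 libraries, and experiments 2 and 3 have 2 each. Groups and replicate numbers were taken from the sample titles. The labels do not say whether replicates are separate cultures or parts of one pool of barcoded cells, so the spread between replicates may hold technical variation alone.

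Per the file headers and names, each deposited matrix holds expected counts of unique molecular identifiers (UMIs) per feature and barcode, in which a UMI that maps to several features was split in equal parts. No normalisation and no cell filter had been applied to the deposited counts. The matrices list all combinations of 3 segments with 96 barcodes each, and the barcode list was identical in all 7 libraries. The aligner, its version and the genome builds are not given in the sources used here. The matrices of experiments 1 and 2 list 6420 S. cerevisiae and 6524 C. albicans features, and those of experiment 3 list 6421 features, including a construct feature that held 0 UMIs in both libraries. Of the S. cerevisiae features, 6142 (95.7%) matched a gene of the reference annotation of assembly R64, which was used for names and chromosomes only. The C. albicans features carry locus tags with no gene names, so marker lists for that species were not used here.

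Features of chromosome XII, which carries the rDNA locus, were left out of UMI totals per barcode, library sizes and tests. These were 572 features, of which 39 lay in the rDNA locus. The design fixed before the data were examined left out rRNA features; the extension to the whole chromosome was chosen after the data had been seen. The 21 tRNA features of the chromosome were added to the mask after a first round of gene tests had been run without them. The gene counts with those tRNA features kept are given in the closing section.

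A barcode was called with at least 200 UMIs outside the mask. It was assigned to a species when at least 90% of those UMIs lay on features of that species, and was otherwise counted as mixed. No doublet caller was run; mixed barcodes were left out of the sums per species. UMIs of the called barcodes of a species were summed per library and rounded to whole numbers. These sums were tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, with TMM normalisation, the default filter on low counts and no replicate block. All 7 libraries shared one estimate of spread for S. cerevisiae, and 5 libraries were used for C. albicans. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1. CPM values are UMIs per 1e6, relative to the UMIs on tested features times the TMM factor. DESeq2 1.42.0 was an alternative.

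The procedure was tested on simulated data with 200 changed genes at the means, dispersions and library sizes of the real fit. Each changed gene moved by 2 or 3 on the log2 scale, up or down. Changes closer to the calling threshold of 1 were not simulated, so the recovered shares do not cover them. For experiment 2 against experiment 1 on 3180 S. cerevisiae genes, 93.9% of the changed genes that passed the filter were recovered, with 1 false call. For experiment 3 against experiment 1, 95.2% were recovered with 2 false calls. For C. albicans on 1621 genes, 28.1% were recovered and 11 of 59 calls were false, so the C. albicans calls were not controlled at the nominal rate.

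The 4 gene lists fixed before the data were examined were tested with camera and fry of limma 3.58.1, namely ribosomal protein genes, histone genes, glucose-depletion and stress genes, and a-specific and haploid-specific genes. The ribosomal protein list left out RPP1, an RNase P gene that its written rule would have taken. Called barcodes of experiment 3 were clustered with the Leiden algorithm in scanpy 1.11.5 under Python 3.11.15, after scaling to 1000 UMIs per barcode, on 2000 variable genes, 30 principal components and 15 neighbours at resolution 0.5. Markers were fixed beforehand. The rule that turned them into a name was set after the data had been seen in part and before clusters were seen. It asked for at least 3 detected haploid markers, a summed level at least 1.5 times that elsewhere, and at least 1 haploid marker among the 10 genes with the largest fold, no fewer than markers of any other list.

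Genes named in the text follow a rule set before the data were examined. It takes the strain and mating-type genes, and in each comparison the 5 called genes with the largest rise and the 5 with the largest fall among those with a mean of at least 50 CPM over the libraries of the fit and values that did not overlap between the groups. For C. albicans only 2 of the 5 tags are printed. A fold against a group with 0 UMIs is given as a lower bound from a floor of 3 UMIs over the group. Ratios against 1 to 3 UMIs carry an exact counting interval. Shares carry Clopper-Pearson 95% intervals, and intervals and floors cover counting error only. Medians per library were tested with exact sign-flip and permutation tests over libraries, since cells are not replicates. Genes with over 10% of their UMIs in fractional entries, 3199 features in all, share sequence with other features and are uncertain.

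Alternatives covered the normalisation, the test, the filter on low counts, the UMI minimum, the species purity, the mask, multimapped UMIs, merging of paired barcodes, the replicate block, clustering settings and each replicate left out in turn.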

Results

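Transcripts of single yeast cells were counted by SPLiT-seq in 3 experiments that combined strains or species in each library. Experiment 1 (3 libraries) mixed the diploid S. cerevisiae strain S288C (spelled s228c in the sample labels of experiments 1 and 2, and s288c in the design text and those of experiment 3) with C. albicans ATCC 3147 in rich medium with 2% glucose. Experiment 2 (2 libraries) used the same diploid and C. albicans strain and added 2 engineered haploid MATa strains derived from BY4741, which carry GAL3 under the ACT1 promoter and lack URA3, HIS3, MET17, GAL1, GAL10 and YBR209W. The engineered cells were grown on sucrose, raffinose and galactose before transfer to rich medium. Experiment 3 (2 libraries), per the design text, mixed the diploid with haploid BY4741 in synthetic medium with 2% glucose, sampled at 17, 19, 21 and 23 h and pooled in each library. Its sample labels also carry the genotype of the engineered strains, which the design text places in experiment 2, so the haploid strain of experiment 3 is described in 2 ways.

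The libraries of experiment 1 held 1.62e+07, 3.08e+07 and 2.65e+07 UMIs, those of experiment 2 held 5.73e+07 and 6.45e+07, and those of experiment 3 held 2.80e+07 and 3.83e+07. The rDNA locus took between 91.7% and 96.2% of them. Outside chromosome XII, 8.73e+05, 2.23e+06 and 1.75e+06 UMIs remained in experiment 1, 1.72e+06 and 1.80e+06 in experiment 2, and 1.23e+06 and 1.61e+06 in experiment 3. At a minimum of 200 UMIs, 726, 1732 and 1470 barcodes were called in experiment 1, 568 and 398 in experiment 2, and 394 and 371 in experiment 3. Called barcodes held 44.2% to 63.3% of the remaining UMIs in experiment 1 and 6.41% to 9.81% in the other experiments. Called barcodes were not all independent of each other. Of 47 pairs of barcodes in the last segment chosen in experiment 1 at a minimum of 50 UMIs, the called barcodes of experiments 2 and 3 shared both other segments in 154 cases, against 0.535 given by the barcode frequencies. Counts of UMIs differed between replicates beyond counting noise in all 3 experiments, with a chi-square per degree of freedom of 1.18 to 2.81. Parts of one barcoded pool would also differ in this way, so this does not show that the replicates are independent; libraries were used as replicates because their titles number them so.

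The mixture of species in experiments 1 and 2 tests whether a barcode holds RNA of one cell. In experiment 1, replicate 1 gave 496 S. cerevisiae, 220 C. albicans and 10 mixed barcodes. Replicate 2 gave 1130, 552 and 50 in the same order, and replicate 3 gave 1146, 277 and 47. Experiment 2 gave 537, 5 and 26 in replicate 1, and 374, 7 and 17 in replicate 2. Mixed barcodes made up 1.38% (95% Clopper-Pearson interval 0.662% to 2.52%), 2.89% (2.15% to 3.79%) and 3.197% (2.36% to 4.23%) of called barcodes in experiment 1. They made up 4.58% (3.01% to 6.64%) and 4.27% (2.51% to 6.75%) in experiment 2. The mean over the 5 libraries was 3.26% ± 1.27 (SD, n = 5). Barcodes with RNA of several cells of one species are not seen in this share. It also depends on the mix of species, so it does not compare the rate of such barcodes between the experiments. In experiment 2 mixed barcodes outnumbered C. albicans barcodes, with 26 against 5 and 17 against 7. In experiment 1 they were fewer, with 10 against 220, 50 against 552 and 47 against 277. The share moved most when only the rRNA genes themselves were masked, to a mean of 17.3%. That setting keeps the other features of chromosome XII, which count as S. cerevisiae in C. albicans barcodes too. In replicate 1 of experiment 1 it gave 29 C. albicans and 242 mixed barcodes, in place of 220 and 10. This move thus does not show more barcodes with RNA of several cells. Within barcodes assigned to a single species, UMIs of the other species made up 0.268% to 0.865% in experiment 1 and up to 4.08% in the C. albicans barcodes of experiment 2.

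**Figure D1:**
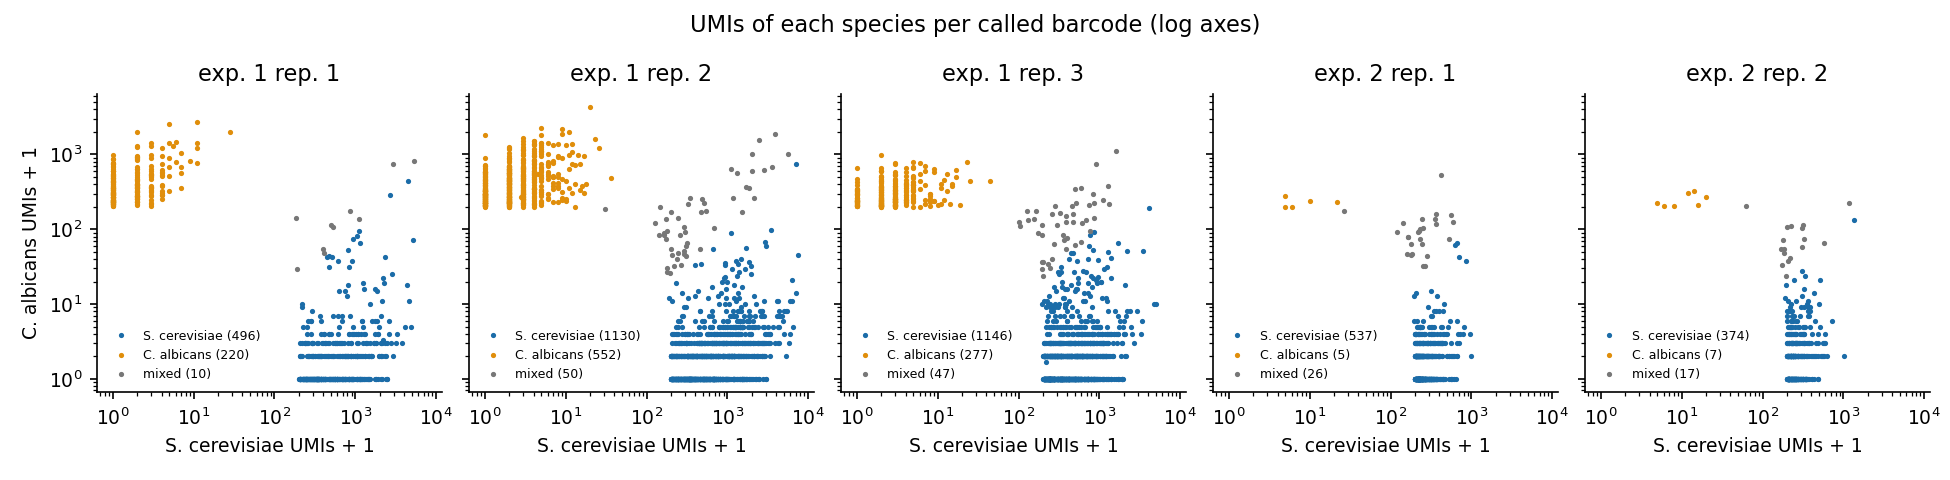
UMIs of S. cerevisiae (x axis) and C. albicans (y axis) per called barcode, both plus 1 on log axes, in each library of experiments 1 and 2, coloured by assigned species. In experiment 1 most barcodes lie along an axis; experiment 2 has 5 and 7 C. albicans barcodes, fewer than its 26 and 17 mixed ones.

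The mixed share was 2.49% ± 0.974 (SD, n = 3) in experiment 1 and 4.42% ± 0.216 (SD, n = 2) in experiment 2, a difference of 1.94 percentage points (exact two-sided permutation test, p = 0.1, the smallest that 10 splits allow). The direction was not stable, since the difference was -0.0996 points at a minimum of 100 UMIs. Only 12 C. albicans barcodes were called in experiment 2.

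Depth differed between the species. Median UMIs per S. cerevisiae barcode were 557, 633 and 422 in experiment 1, against 368, 388 and 285 per C. albicans barcode. In experiment 2 they were 252 and 254 against 245 and 225. The log2 ratio of the medians averaged 0.42 with an SD of 0.29 over the 5 libraries and was above 0 in 5 of 5 (exact two-sided sign-flip test, p = 0.062, the smallest that 5 libraries allow). It averaged 0.62 in experiment 1 and 0.11 in experiment 2 (exact two-sided permutation test of the difference of -0.51, p = 0.1, the smallest possible). A minimum of 50 UMIs, chosen after the data had been seen, moved the mean ratio most, to 0.71. Thinned to 150 UMIs, S. cerevisiae barcodes had a median of 127 to 130 genes and C. albicans barcodes 120 to 124, against medians of 225 to 453 and 184 to 281 genes before thinning, with no barcode left out.

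**Figure D2:**
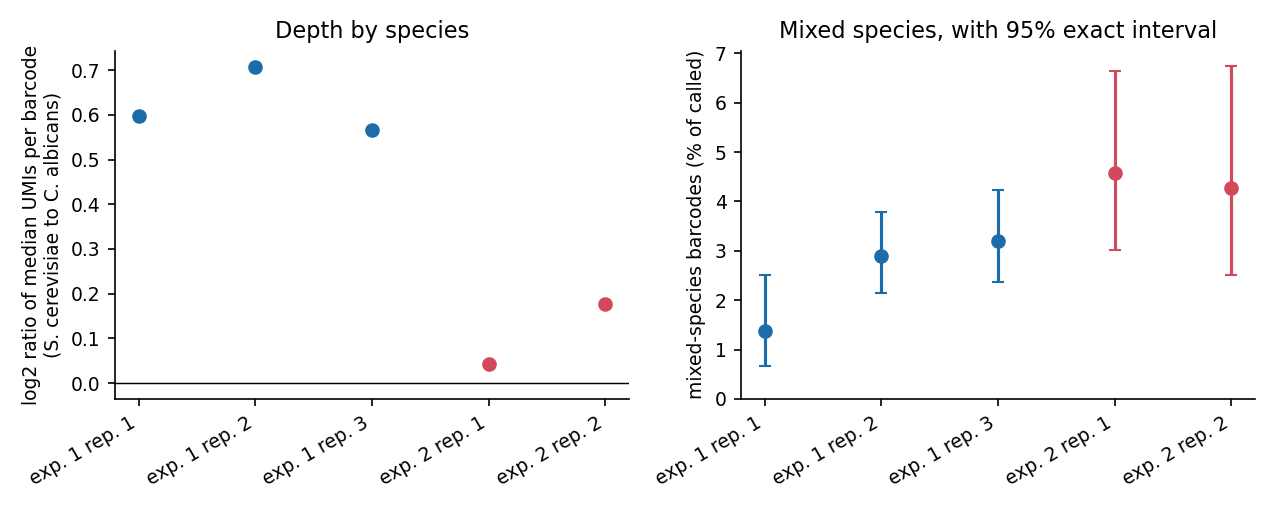
Left, the log2 ratio of median UMIs per barcode, S. cerevisiae to C. albicans, in each library. Right, mixed-species barcodes in percent of called barcodes with 95% exact intervals. The 3 libraries of experiment 1 have ratios of 0.57 to 0.71 and those of experiment 2 lie at 0.04 and 0.18.

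Genes deleted or altered in the haploid strains check the labels, although every library also holds diploid cells that carry them. YBR209W had 0 UMIs in the called barcodes of all 7 libraries, so it checks nothing. URA3 was at 276 ± 35.7 CPM (SD, n = 3) in experiment 1, 185 ± 51.8 (SD, n = 2) in experiment 2 and 218 ± 26.2 (SD, n = 2) in experiment 3. The URA3 changes were not called in edgeR (log2 fold changes of -0.61, adjusted p 0.122, and -0.33, adjusted p 0.335). With all barcodes in place of called ones, URA3 fell to 75.2 ± 12.5 CPM in experiment 2 and 108 ± 8.83 in experiment 3, from 293 ± 40.0 in experiment 1, and both changes were called with log2 fold changes of -1.96 and -1.43. HIS3 was at 124, 98.9 and 222 CPM in experiments 1, 2 and 3 (log2 fold changes of -0.33, adjusted p 0.597, and 0.85, adjusted p 0.0113, the latter under the fold threshold). Over all barcodes HIS3 was at 120, 87.6 and 137 CPM (-0.45, adjusted p 0.0207, and 0.19, adjusted p 0.208), so neither change was called and the rise in experiment 3 was much smaller. HIS3 thus fell far less than URA3 in experiment 2 and did not fall in experiment 3. Its levels do not decide on the stated deletion in either experiment, and the cause was not tested. MET17, at 209, 184 and 98.6 CPM, lies on chromosome XII, which was masked, and was not tested. Over all barcodes MET17 was lower in both later experiments, at 205 ± 6.03 (SD, n = 3), 86.4 ± 16.1 (SD, n = 2) and 44.1 ± 4.22 CPM (SD, n = 2). Of the MET17 UMIs, 16.8% were shared with other features, so its values are uncertain. LEU2, at 64.1, 74.2 and 105 CPM, was not called in either comparison, and the sign of its change varied with the settings. GAL1 had 9, 0 and 1 UMIs in experiments 1, 2 and 3, and GAL10 had 3, 0 and 1, too few to compare. GAL3 rose from 10.6 ± 1.67 CPM (SD, n = 3) in experiment 1 to 163 ± 9.36 (SD, n = 2) in experiment 2 (log2 fold change 3.91, SE 0.37, adjusted p 5.87e-08). In experiment 3 it was at 39.6 ± 2.22 CPM (SD, n = 2), from 8 UMIs (log2 fold change 1.89, SE 0.60, adjusted p 0.0234). The call in experiment 3 was lost without a low-count filter (adjusted p 0.0560), without experiment 1 replicate 2 (0.0643), without experiment 3 replicate 1 (0.186) and without experiment 3 replicate 2 (0.216), over a range of 8.94e-08 to 0.216 across the alternatives.

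The a-factor genes MFA1 and MFA2 had 0 UMIs in the called barcodes of experiment 1. MFA1 was at 140 ± 3.04 CPM (SD, n = 2) in experiment 2 and 134 ± 14.5 (SD, n = 2) in experiment 3, at least 98.5-fold and 94.4-fold higher against the floor of 3 UMIs over experiment 1. MFA2 was at 191 ± 52.1 CPM (SD, n = 2) in experiment 3, at least 134.9-fold higher. In experiment 2 it was at 24.8 ± 35.1 CPM (SD, n = 2) with all 7 UMIs in replicate 1, and that call, at least 17.5-fold, was lost in DESeq2 (adjusted p 0.192, in a range of 4.88e-08 to 1 across the alternatives) and without this library. Over all barcodes MFA2 had 74 and 53 UMIs in the libraries of experiment 2, at 45.0 ± 11.96 CPM (SD, n = 2) against 0 UMIs in experiment 1 (adjusted p 6.65e-08). STE2, which encodes the receptor for alpha-factor, was at 4.07 ± 3.82 CPM (SD, n = 3) in experiment 1, 279 ± 36.1 (SD, n = 2) in experiment 2 and 343 ± 92.5 (SD, n = 2) in experiment 3.

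**Figure D3:**
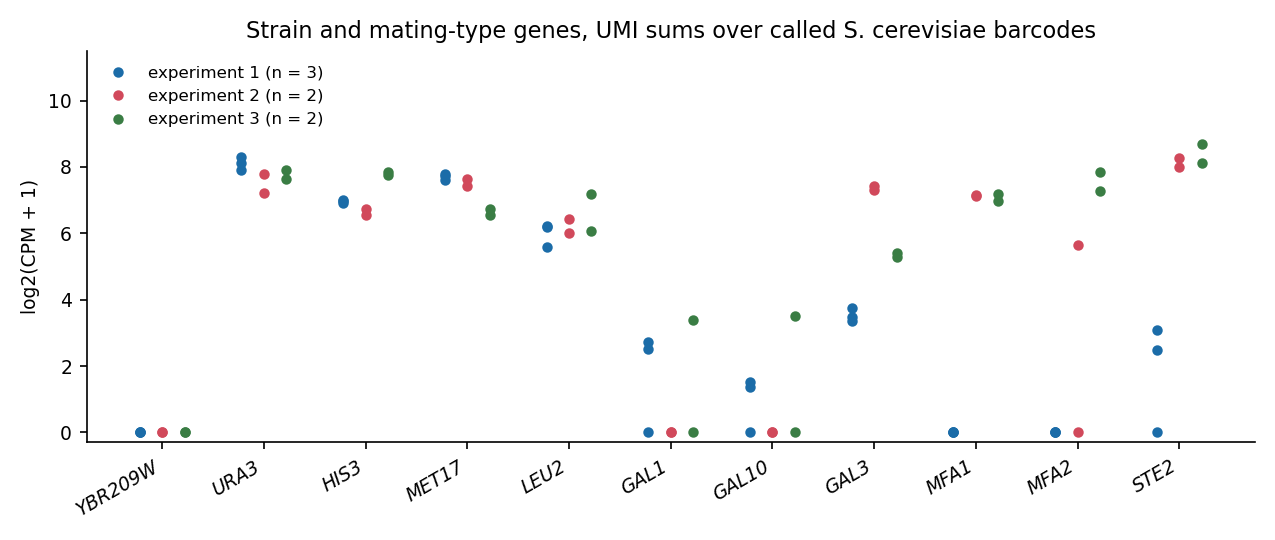
Levels of strain and mating-type genes as log2(CPM + 1) per library, from UMI sums over called S. cerevisiae barcodes; each point is a library. MFA1 and MFA2 are at 0 in the 3 libraries of experiment 1, and MFA2 is also at 0 in replicate 2 of experiment 2.

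Experiment 2 against experiment 1 asks what the addition of engineered haploid cells changed in the same medium, together with any difference between library batches. Of 3180 S. cerevisiae genes tested with edgeR, 158 were called, of which 117 were higher and 41 lower in experiment 2. The count of called genes moved by the largest factor at a minimum of 500 UMIs per barcode, to 12 of 517 genes tested. It moved by the largest number with rDNA features alone masked, to 383. Lower genes were less stable than higher ones in DESeq2's own test, with 111 higher and 23 lower. Without replicate 1, 2 or 3 of experiment 1, 46, 48 and 41 were lower. Besides MFA1 (log2 fold change 8.68 in the fit), the largest rises were those of GAL7, STE2, BAR1 and YOL103W-A. GAL7 rose from 1.66 ± 1.57 CPM (SD, n = 3) to 551 ± 62.1 (SD, n = 2), a log2 fold change of 7.97 (SE 0.37, adjusted p 9.20e-13). STE2 rose by 6.10 (SE 0.44, adjusted p 6.08e-10) and BAR1 by 5.94 (SE 0.56, adjusted p 4.66e-08) on the log2 scale. YOL103W-A rose by 4.75 (SE 0.26, adjusted p 1.17e-11), but 87.0% of its UMIs were shared with other features, so this value is uncertain. HSP12 fell from 113 ± 33.8 CPM (SD, n = 3) to 0 UMIs, at least 8.88-fold lower. GSC2 fell from 1168 ± 119 CPM (SD, n = 3) to 258 ± 54.0 (SD, n = 2), a log2 fold change of -2.21 (SE 0.18, adjusted p 4.63e-09). RRN11 (-2.14, adjusted p 0.0250), MTH1 (-2.12, adjusted p 0.00196) and SKS1 (-1.85, adjusted p 0.0116) rest on 4, 6 and 6 UMIs in experiment 2, and 16.5% of the UMIs of RRN11 were shared with other features. The calls of RRN11, MTH1 and SKS1 were lost under 7 of 18, 3 of 19 and 5 of 19 alternatives. Each was lost without experiment 2 replicate 1 (adjusted p 0.189, 0.153 and 0.298) and over all barcodes (log2 fold changes of -0.88, -0.78 and -0.79).

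Experiment 3 against experiment 1 differs in medium, strain mixture, culture density, sampling time, feature annotation and library batch at once, and the comparison gives their sum. The matrices of experiment 3 list no C. albicans features. Of the same 3180 genes, 435 were called in edgeR, of which 251 were higher and 184 lower in experiment 3. Besides MFA2 and MFA1, the largest rises were those of GAL7 (log2 fold change 6.74, SE 0.50, adjusted p 5.30e-10), BAR1 (6.58, SE 0.51, adjusted p 1.33e-09) and STE2 (6.39, SE 0.43, adjusted p 1.51e-10). TIR1 fell from 39.5 ± 3.73 CPM (SD, n = 3) to 0 UMIs, at least 2.67-fold lower, and this call was lost without replicate 1 (adjusted p 0.0651) or replicate 2 (adjusted p 0.0577) of experiment 3. DIA1 had 1 UMI in experiment 3 and was 55.2-fold lower (95% counting interval 9.86 to 2183). RCR1, with 2 UMIs, was 16.4-fold lower (4.49 to 136), and HSP30, with 3 UMIs, was 12.9-fold lower (4.39 to 62.9). GAL7 and GAL3 were both higher in experiment 3 than in experiment 1 (GAL3 by a log2 fold change of 2.72 over all barcodes). The description of its haploid cells as plain BY4741 gives no reason for these rises, so which haploid strain experiment 3 held was left open. The HSP30 change had the opposite sign over all barcodes (log2 fold change 0.12). GSC2 fell to 134 ± 14.5 CPM (SD, n = 2), a log2 fold change of -3.13 (SE 0.21, adjusted p 1.51e-10).

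**Figure D4:**
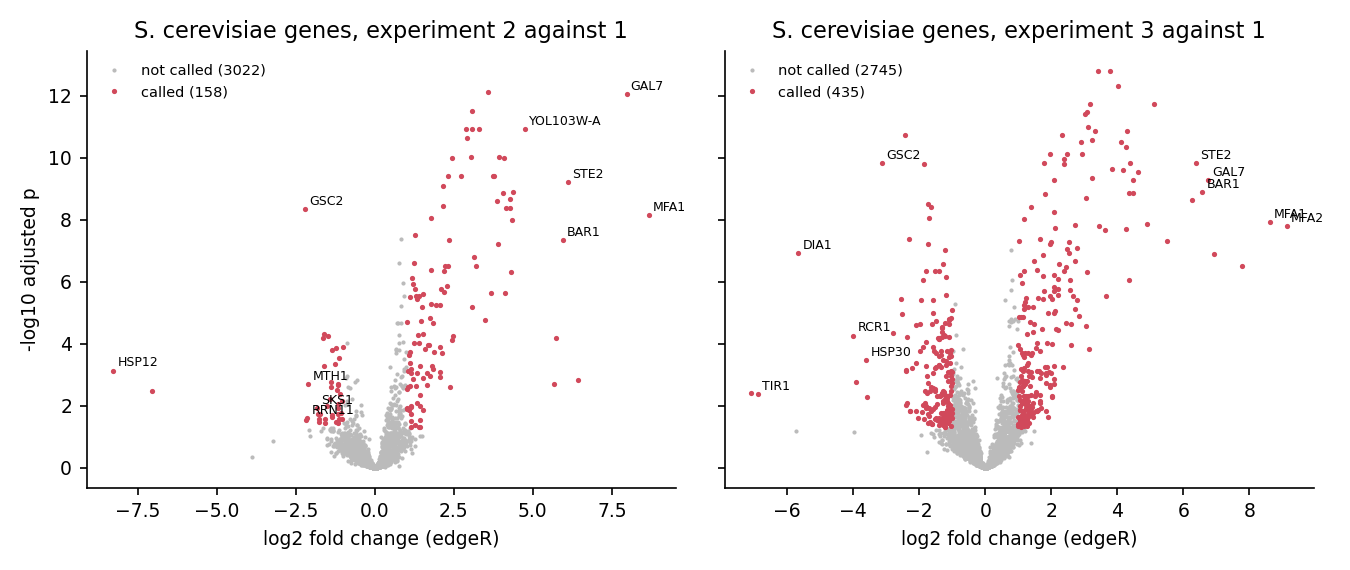
Log2 fold change (x axis) against -log10 adjusted p (y axis) of each S. cerevisiae gene in both comparisons with experiment 1, from edgeR. Called genes are red, 158 on the left and 435 on the right, and the 10 genes with the largest changes named for each comparison carry labels.

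The C. albicans strain, medium and treatment were the same in experiments 1 and 2, so that this comparison gives the difference between experiments alone. Of 1621 genes, 30 were called, all 30 lower in experiment 2, from library sizes of 996 and 1518 UMIs in experiment 2 against 77979 to 230857 in experiment 1. The median fitted log2 fold change over all genes was -1.99 with TMM factors and -1.42 with DESeq2's size factors, under which 2 genes were called. The median was not stable. It was -0.73, -0.82 and -0.94 without replicates 1, 2 and 3 of experiment 1. It was -6.61 and -6.77 without replicates 1 and 2 of experiment 2, and -0.02 over all barcodes. The gene with the largest fall, W5Q_01457, was at least 3.63-fold lower (a bound of -1.86 on the log2 scale), and W5Q_03455 at least 2.74-fold (-1.45). Both bounds are on the TMM scale of the main fit, where they do not exceed the shift of its median gene. Bounds were not computed with a replicate left out or with the other size factors. With those factors neither gene was called (adjusted p 0.0682 and 0.215), so a fall relative to the median gene was left open. In simulated data of the same depth, 11 of 59 calls were false with TMM factors and 5 of 52 with DESeq2's size factors. Unchanged genes there had median log2 fold changes of -0.72 and -0.58, so a lower median can arise without any change.

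Of the 15 a-specific and haploid-specific genes listed beforehand, 10 were tested, and all 10 were higher and called in both comparisons, also when adjusted over the list alone. Their median log2 fold change was 4.99 in experiment 2 and 5.64 in experiment 3, or 4.00 and 5.30 with genes at 0 UMIs placed at their bound. Over the 8 tests of 4 lists in both comparisons, the adjusted p by camera was 4.20e-31 and 5.55e-25, by fry 0.00172 and 0.00118, and with an estimated correlation 0.0229 in both. Glucose-depletion and stress genes were higher in experiment 3, with a median log2 fold change of 0.91, 14 of 18 genes higher and 8 called, 8 also when adjusted over the list alone (adjusted p 4.54e-07 by camera, 0.00426 by fry, 0.181 with an estimated correlation). In experiment 2 their median was -0.42 and the set was not past the threshold (camera adjusted p 0.109), with 5 genes called and 5 also when adjusted over the list alone. That median ran from -0.67 to -0.035 with a replicate left out. Over all barcodes it was 0.24, with 12 of 22 genes higher. Ribosomal protein genes were higher in experiment 2, with a median of 0.15 and 90 of 119 genes higher (adjusted p 0.0131 by camera, 0.0223 by fry, 0.555 with an estimated correlation), 2 of them called and 2 adjusted over the list alone. In experiment 3 their median was 0.04 (camera adjusted p 0.670), with 6 called and 6 adjusted over the list alone. Histone genes had medians of -0.29 and -0.47 and were not past the threshold (camera adjusted p 0.231 and 0.115), with 0 of 8 called in either comparison by edgeR, before or after adjustment over the list alone. Among all 3180 genes, 686 and 1141 had an unadjusted p under 0.05.

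The called barcodes of experiment 3 formed 3 clusters of 413, 229 and 123 barcodes. No cluster met the rule for a haploid-like name, so 0 of 394 and 0 of 371 barcodes were in haploid-like clusters, although a-specific transcripts were present in both libraries. These counts of 0 describe the clustering and are no estimate of the haploid share. The largest cluster, with 214 and 199 barcodes of replicates 1 and 2, had 2239 CPM of the haploid markers against 1524 elsewhere, with 11 of 15 markers higher. It had 335 CPM of the diploid markers against 686 elsewhere, but its haploid level was below 1.5 times that elsewhere and no haploid marker was among its 10 leading genes. Without experiment 3 replicate 2, 74.9% of the barcodes of replicate 1 fell in a haploid-like cluster, so this result depends on which libraries are clustered. The second cluster, with 112 and 117 barcodes, was led by MSC1, TSL1, RTN2 and CTT1 and was named glucose-depleted-like, with 16571 CPM of those markers against 5585 elsewhere. It also had 796 CPM of the diploid markers against 358 elsewhere, and 1246 CPM of the haploid markers against 2222, so its name covers only part of its difference. The smallest cluster, with 68 and 55 barcodes, was led by RPL29, MTC7 and RPS30B and stayed unnamed.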

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

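The tests of an origin from S. cerevisiae cells and of sequence shared with the rDNA locus were chosen only after the results had been seen.

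Barcodes assigned to C. albicans held UMIs on S. cerevisiae features of chromosome XII outside the rDNA locus, a part of the data that the comparisons leave out. They came to 38819 UMIs in 1061 C. albicans barcodes, against 2483 UMIs on all other S. cerevisiae features. RNA from S. cerevisiae cells would spread over the genome as in S. cerevisiae barcodes, where chromosome XII took 14.9% to 15.8% in experiment 1 and 30.5% and 34.0% in experiment 2. In the C. albicans barcodes it took a median of 94.3% in experiment 1 (90.4% to 97.0% over its libraries) and 88.6% and 88.0% in experiment 2, which argues against that source as the whole cause. The 10 features with most UMIs, led by STT4, RRT15 and YCS4, held 65.9%. Their longest run of sequence shared with the rDNA locus had a median of 13 bp, as for the other genes of the chromosome, which argues against shared sequence as the general cause; RRT15, with 55 bp, is an exception. What stays open is that rRNA molecules may have been assigned to features of the same chromosome. Within 46 pairs of barcodes of the last segment, the member with the higher rDNA share also had the higher chromosome XII share in 45. The medians were 27.0% and 17.0%. A dependence on priming, as described under the other observations, would give the same result, so the step that made these assignments was not identified. The design gives no group that would explain the pattern, and no biological explanation was tested.

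The 21 tRNA features of chromosome XII held 113 UMIs in C. albicans barcodes, against 4.16 given by the share of other S. cerevisiae UMIs there. The ratio of 27.2 argues against RNA from S. cerevisiae cells as the whole source. In S. cerevisiae barcodes the same features held 84.3% of all tRNA UMIs, although they are 21 of 299 tRNA features. Per rDNA UMI, C. albicans barcodes held 0.191 times the level of S. cerevisiae barcodes. This value lies between the level that assignment of rRNA would give in both species and the absence that expression would give, so these explanations cannot be told apart. No biological explanation was tested.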

How the results depend on the processing

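A minimum of 50 UMIs, masking of rDNA features or rRNA genes alone, the chromosome XII tRNA features kept, merged barcodes for the mixed share, the unblocked fit of the block's libraries, other clustering seeds, lower UMI minimums in the clustering and all barcodes in the gene sets were tests chosen only after the results had been seen. Where no cause is named, the cause was not tested.

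For experiment 2 against experiment 1, the 158 called S. cerevisiae genes stayed within a factor of 1.5 under 13 of 21 alternatives, 112 to 170 with a replicate left out. The count was 243 at a minimum of 100 UMIs per barcode, 276 at 50 and 12 at 500, where fewer genes were tested. It was 294 over all barcodes, of which 113 were also called in the main result, 88 without genes of over 10% fractional UMIs, and 295 without a fold threshold. It was 297 with rRNA features kept and 383 with rDNA features alone masked, where more genes were tested. For experiment 3 against experiment 1, the 435 called genes became 91 at a minimum of 500 UMIs, 776 over all barcodes (259 shared) and 793 without a fold threshold, and 328 to 417 with a replicate left out. It stayed within the factor under 18 of 21 alternatives. With the chromosome XII tRNA features kept, as in the first round of tests, the counts were 168 and 430.

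The 30 called C. albicans genes became 2 with DESeq2's size factors, 2 in DESeq2's own test, 53 without the low-count filter, 57 at a minimum of 100 UMIs (11 higher), 121 at 50 (39 higher), 352 over all barcodes (144 higher) and 15 with rDNA features alone masked. With a replicate left out they were 4 (experiment 1 replicate 1), 9 (replicate 2), 9 (replicate 3), 14 (experiment 2 replicate 1) and 16 (replicate 2). Of the 30, 12 had the opposite sign over all barcodes. At 500 UMIs experiment 2 had no C. albicans barcode, so no value exists. With rDNA features alone masked it had only 1, in replicate 2, so that setting cannot be compared. Keeping rRNA features and restricting the fit to the groups compared change nothing for this species by construction.

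The replicate block used replicates 1 and 2 of both groups. It gave 188 and 476 called S. cerevisiae genes, against 153 and 439 in the same libraries unblocked, and 8 C. albicans genes against 9. Deviations of libraries with the same number correlated at -0.033 and -0.010 between experiments 1 and 2 and at 0.026 and -0.034 between experiments 1 and 3, over 2023 genes, so the samples share only a number.

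The species ratio of 0.42 stayed above 0 under all 11 alternatives run. It moved by more than its SD only at a minimum of 50 UMIs (0.71), was 0.22 at the knee of the rank curve, and ran from 0.35 to 0.51 with a replicate left out. With rRNA counted, no library had C. albicans barcodes. A minimum of 500 UMIs and masking rRNA genes alone left both libraries of experiment 2 without them. Masking rDNA features alone left replicate 1 of experiment 2 with 0 and replicate 2 with 1. These settings gave no mean ratio. The mean mixed share of 3.26% became 6.81% at 500 UMIs, 5.07% at 50, 1.84% at 80% purity, 4.58% at 95% purity, 7.34% with rRNA counted, 7.25% with rDNA features alone masked and 17.3% with rRNA genes alone masked; it was 2.93% to 3.73% with a replicate left out. Its difference of 1.94 points between the experiments changed sign at 100 UMIs (-0.0996), at 50 (-2.61), at the knee (-0.224), with rRNA counted (-10.6), with rDNA features alone masked (-4.96) and with rRNA genes alone masked (-20.8). It was 10.0 points at 500 UMIs and 0.467 with paired barcodes merged, and 1.38 to 2.29 with a replicate left out. With rRNA counted, with rDNA features alone masked and with rRNA genes alone masked, features of chromosome XII count as S. cerevisiae in C. albicans barcodes too. The mixed shares and differences at those settings are thus no test of the result. The difference also changed sign at 100 UMIs, at 50 and at the knee, so no direction between the experiments can be read from it.

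The haploid-like share was 0% under 8 of 9 alternatives; with a replicate left out it ran from 0% to 74.9%. A minimum of 500 UMIs left too few barcodes to cluster and was not run. The a-specific and haploid-specific list kept its direction and its call under all 7 alternatives in both comparisons, as did the stress list in experiment 3 and the ribosomal list in experiment 2 by camera. By fry, the ribosomal list in experiment 2 was past the threshold with experiment 2 replicate 1 left out (adjusted p 0.0401) but not with another replicate left out (0.0608, 0.0725, 0.0785 and 0.142). With an estimated correlation, the a-specific and haploid-specific list was not past it without experiment 1 replicate 3 (0.0678 in both comparisons). Over all barcodes the camera adjusted p of the histone list was 0.760 in experiment 2, with the opposite direction, and 0.0372 in experiment 3, now past the threshold; that of the ribosomal list in experiment 3 was 0.0227, with the opposite direction. With a replicate left out the camera adjusted p ran from 0.0125 to 0.778 (histones, experiment 2), 0.0399 to 0.208 (stress, experiment 2), 0.267 to 0.710 (ribosomal, experiment 3) and 0.0125 to 0.363 (histones, experiment 3). Histones passed the threshold without experiment 1 replicate 1 in both comparisons (0.0125), without experiment 2 replicate 1 (0.0399) in experiment 2 and without experiment 3 replicate 1 (0.0207) in experiment 3. Without experiment 3 replicate 1 the ribosomal list in experiment 3 had the opposite direction (0.390). The stress list in experiment 2 passed it without experiment 1 replicate 3 (0.0473) and without experiment 2 replicate 1 (0.0399).

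Of 378 values of the 20 largest S. cerevisiae changes under alternatives, 360 kept direction and call, 17 lost the call and 1 reversed, HSP30 in experiment 3 over all barcodes (0.12). Of 166 values of the fixed genes, 146 were unchanged, 6 lost the call, 7 gained it and 7 reversed. Of 85 values of the 5 largest C. albicans changes, only 36 kept direction and call, 47 lost the call and 2 reversed. W5Q_03455 reversed over all barcodes (0.56) and at 50 UMIs (0.45). MFA2 in experiment 2 lost its call in DESeq2 (adjusted p 0.192) and without experiment 2 replicate 1. LEU2, never called, had the opposite sign in experiment 2 at 100 UMIs (-0.17), at 50 (-0.066), without experiment 1 replicate 3 (-0.016) and with rDNA features alone masked (-0.25), and in experiment 3 at 100 UMIs (-0.016), at 50 (-0.16) and over all barcodes (-0.18). Depth limits the libraries of experiments 2 and 3 most. For S. cerevisiae, 3 UMIs over the group correspond to 12.7 and 14.8 CPM there, against 1.42 CPM in experiment 1. For C. albicans they correspond to 724 CPM in experiment 2, against 10.4 CPM in experiment 1.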

Other observations

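The tests of chance co-occurrence of paired barcodes and of counting noise in URA3 were chosen only after the results had been seen.

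Barcodes of the last segment occurred in pairs. At a minimum of 50 UMIs, 46 mutual pairs passed a selection on at least 20 shared combinations of both other segments and at least 5 times the number given by the barcode frequencies. Because this selection fixes a high ratio, chance was tested on 47 pairs chosen in experiment 1 alone, 46 of them among those of all libraries. In experiments 2 and 3 these shared 6797 combinations, against 105 given by the frequencies. The ratio of 64.5, against 2.20 for other combinations, argues against chance. Under the same selection the first segment had 7 pairs and the second 4. Partners differed at no fewer than 4 of 8 bases, with a median of 6, as unrelated barcodes do, which argues against sequencing errors. The same member had the higher rDNA share in all 7 libraries in 41 of the 46 pairs. That member also had the higher share of snoRNA, which lacks a poly(A) tail, in 45 of 46 pairs (medians of 0.720% and 0.287%). A candidate explanation, open but tested on the same data, is that each well of the first barcoding round held 2 primer types with separate barcodes, so that a cell appears under both. It does not cover the pairs of the other segments, which were not tested further. Merged pairs gave 553, 1327 and 1383 called barcodes in experiment 1, 1161 and 957 in experiment 2, and 965 and 1011 in experiment 3.

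In experiment 3, URA3 and the MATa genes MFA1, MFA2 and STE2 differed between barcodes of the last segment. Over 83 such barcodes with at least 5000 UMIs in both libraries together, the 319 URA3 UMIs varied with a chi-square per degree of freedom of 10.0, and 39 barcodes had none. Among 1961 genes with 50% to 150% of the UMIs of URA3, the median was 1.88 and 17 were as high, which argues against counting noise. A candidate explanation is that wells of the first barcoding round held cells of different strains. It was tested on partners of a pair, on the premise, itself open, that they share cells. Over 34 pairs, the URA3 share of URA3 and MATa UMIs correlated between partners with a Spearman rho of 0.73 (permutation p = 1e-05, the smallest that 100000 resamples give). The shares fall at both ends of the scale, so the count says more: both partners lay under 10% in 26 pairs and over 50% in 6, and no pair had partners on opposite sides. The barcodes were not used to group cells, because the labels do not map wells to strains or sampling times.

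In the 4 libraries of experiments 2 and 3, barcodes of 20 to 49 UMIs had 1.48 to 2.06 times the haploid marker CPM of barcodes with at least 200 UMIs, and URA3 was 1.35 to 2.96 times higher in the deeper barcodes. Smaller haploid cells that fall below the UMI minimum are a candidate explanation, since both levels moved as it requires. The smallest marker ratio was 1.48. The markers did not move alike, however. MFA1 was at 368 and 291 CPM over all barcodes of experiments 2 and 3, against 140 and 134 in called ones. STE2 was at 374 and 475 against 279 and 343. A lower share of haploid cells alone gives no reason for this, so a dependence on the primer types proposed above stays open. Free RNA stays open as well. In experiment 1, a median of 61.9% of barcodes of 20 to 49 UMIs (46.1% to 71.8%) held one species, so many of these barcodes held both. In experiment 2 the share was 90.5% and 82.1%, with 8.96% and 8.48% C. albicans alone against 10.6% and 11.6% of C. albicans among all UMIs, which goes against free RNA for the C. albicans barcodes there. S. cerevisiae RNA is most of the RNA in experiment 2 and all of it in experiment 3, so the share cannot separate free RNA from cells for haploid markers. These explanations cannot be told apart, because the data hold no measure of cell size and the dependence on priming was not tested for these markers.

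The lower UMI ratio of the species in experiment 2 was set against a UMI minimum close to the median depth. At a minimum of 50 UMIs the ratio was 0.29 in experiment 2, below the range of experiment 1 from 0.77, which goes against the prediction made for that explanation. A minimum of 100 UMIs (means of 0.78 in experiment 1 and 0.19 in experiment 2) and merged pairs (0.88 and 0.11) go against it as well. At the knee of the rank curve, with minimums of 495 to 1182.5 UMIs in experiment 1 and 104 to 130 in experiment 2, the means were 0.24 and 0.20, which goes with it. Lowering the minimum did not move it away from the depth of experiment 2: at 50 UMIs the medians there were still 87.6 and 85.0 UMIs for S. cerevisiae and 71.5 and 70.0 for C. albicans. For this reason the minimum and a difference between the experiments cannot be told apart.

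Called barcodes were shared between replicates in 0, 5 and 0 cases in experiment 1, 3 in experiment 2 and 2 in experiment 3, against 2.13, 2.10, 4.80, 2.98 and 4.70 given by chance. The counts of barcodes per last segment correlated at 0.76 to 0.85 between replicates of experiment 1, 0.97 in experiment 2 and 0.98 in experiment 3, and at -0.12 to 0.35 between experiments. Correlations are across the 96 barcodes of the segment, which are not independent replicates.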
